A study of Mus musculus with 16 samples. Its data were reported in "YY1 binding is a gene-intrinsic barrier to Xist-mediated gene silencing" (2024).

How the data were processed

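YY1 binding was measured by chromatin immunoprecipitation with sequencing (ChIP-seq) against a T7 tag fused to the endogenous YY1 protein, together with an FKBP12 degron, in female mouse embryonic stem cells (mESCs). YY1 is a zinc finger transcription factor. The cells are hybrids of a domesticus strain (Dom) and Mus castaneus (Cast), and doxycycline switches on Xist, the RNA that silences the X chromosome it is made from, on 1 of the 2 X chromosomes. That chromosome is called Xi here and the other Xa. Clone aF1 carries the inducible Xist on the Dom allele and, per the labels, can be read by allele only up to about 103 Mb of chromosome X, near Xist; its table holds 7 peaks that start just beyond 103 Mb, the last of them in Xist. Clone cC3 carries it on the Cast allele and can be read along the whole chromosome. There were 16 samples: 12 YY1 libraries in 6 groups and 4 input libraries. Each group held 2 libraries, 1 from each clone, and the clone was the replicate.

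The groups were taken from the sample labels. They were uninduced mESCs (ES_d0), cells differentiating towards neural progenitor cells (NPCs) with 1 µg/ml doxycycline for 3, 5 or 7 days (NPC_d3, NPC_d5, NPC_d7), established NPCs (NPC_late, day 18 in aF1 and day 28 in cC3), and mESCs with doxycycline for 6 days and no differentiation (ES_d6). Differences between the clones in NPC_late cannot be told from this difference in day. The input libraries came from ES_d0 and NPC_late of each clone.

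The authors aligned reads with Bowtie2 2.3.5.1 to mm10 with strain variants masked, removed duplicates with Picard, split fragments by allele and counted them per peak with featureCounts. The values that the authors deposited per peak and library are a fraction, the allelic ratio Xi/(Xi+Xa): 0.5 is equal binding on both X chromosomes and 0 is binding on Xa alone. They kept peaks with enough allelic fragments in most libraries and with a ratio between 0.2 and 0.8 at day 0, and the deposited day 0 values lie within that range. The tables hold no fragment counts behind the ratios. The depth of each value is therefore unknown beyond that minimum, which the study asks of most libraries and not of each, no counting interval can be given, and a ratio of 0 cannot be told from a low one. Counts per allele would have allowed a test within each clone, and that test was not run. A ratio is also blind to binding that changes on both alleles alike. Each library's ratios were used as they stand, with no scaling between libraries, and 0 columns of values were left unmapped to a sample.

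The authors also deposited a list of YY1 peaks pooled over libraries, with a score per peak whose meaning the file does not state, and a list of intervals called in the input libraries, of which only the positions carry information. Pooled lists hold no replicate, so they were only counted and compared. The study describes an enrichment score in mESCs from the coverage tool BAMscale, but whether the score is that one is unknown, and it was used only to rank peaks. The study also describes subtracting the input intervals from its peaks, so the pooled list should not overlap them by construction. Peak positions are given from 1 on mm10. Genes were assigned from curated RefSeq transcripts on mm10. A peak within 500 bp of a transcription start site (TSS) was called promoter and any other peak distal, following the study. A peak belonged to a gene list when its nearest TSS, or a TSS inside it, was that of a listed gene and lay within 5000 bp.

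The main test was limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) on the ratios of the 143 peaks present in both tables, over all 12 YY1 libraries, with a term for each group and the clone as a block. P-values were adjusted by the Benjamini-Hochberg method over these peaks, with 0.05 as the threshold, and 7 contrasts were run. The fit left 5 residual degrees of freedom. The pairing of libraries by clone was checked: the deviations of the clones per peak correlated between conditions with a median of 0.395 over 15 pairs of conditions (0.248 to 0.615), and both libraries of a clone come from the same cell line, so the block was kept. The alternative with no replicate block is given where it changes a call. With 2 libraries against 2, an exact permutation of a single value cannot go below p = 0.333, and single pairs of conditions were not tested on their medians (a model over all 12 medians was not run). The trend of the medians over 5 time points was tested by an exact permutation form of Page's test within clones. Gene lists fixed before the data were examined (9 lists) were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Each list was also placed among 10000 random lists of equal size matched on the day 0 ratio. Correlations across peaks carry no p, because peaks are not independent replicates.

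Halftimes were fitted per peak and clone as an exponential fall to a free plateau over the 5 time points. They were kept when r squared was at least 0.8, the fitted fall at least 0.1 and the halftime at least 0.5 days. The halftime also had to be shorter than the last day of the clone, 18 in aF1 and 28 in cC3. It refers to the fall towards the plateau, while linear interpolation refers to the day 0 ratio, so they are different measures. Lists of genes by symbol pattern were compared with all other protein-coding genes by Fisher's exact test on the pooled peak list. Values and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

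The limma step was tested on simulated data of the same shape, 143 peaks in 20 runs of NPC_late against ES_d0. It called 60% of simulated changes of -0.3, 28% of those of -0.2 and 5.75% of those of -0.1, and 1.36% of its calls were false. The absence of a call therefore says little about changes of 0.1 to 0.2. In simulated time courses with noise, the median fitted halftime was 3.94 days where 4 had been set and 7.78 days where 8 had been set.

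Peaks are named by a rule set before the data were examined. The rule takes the 8 largest falls and up to 8 largest rises among called peaks of NPC_late and of NPC_d7 against ES_d0, the 10 peaks with the highest ratio in NPC_late, the 8 peaks with the lowest and the 8 with the highest share of their ratio left at NPC_d3, the 8 called peaks with the largest difference between ES_d6 and the mean of NPC_d5 and NPC_d7, all peaks at Xist, Firre, Dxz4, Hcfc1 and Ogt, up to 4 peaks per gene list, and the 5 highest and 5 lowest peaks found only in cC3. The alternatives were the fit without the block, the logit of the ratio, another prior, a narrower range of day 0 ratios, only the groups compared, another matching of peaks, other promoter distances and list rules, other halftime fits, and each of 12 libraries left out in turn. Leaving out the peaks in Xist, Firre and Dxz4 from the tests, assigning peaks to lists by gene body, and testing each peak against its library's median were added after seeing the data.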

Results

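YY1 binding on the X chromosomes was followed by allele-specific ChIP-seq while Xist was switched on from one X chromosome (Xi) and mESCs were turned into NPCs. The allelic ratio Xi/(Xi+Xa) was available for 195 peaks in clone aF1, where Xi is the Dom chromosome, and for 237 peaks in clone cC3, where Xi is the Cast chromosome. Of these, 143 peaks were in both tables, 52 only in aF1 and 94 only in cC3, with 88 of the cC3 and 7 of the aF1 peaks beyond 103 Mb. Each condition had 2 libraries, 1 per clone, and values below are given for both or as a mean with the SD over the 2 clones. The number of fragments behind each ratio is not in the tables, and only the authors' minimum per peak is known.

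The first question was how fast YY1 leaves Xi. In uninduced mESCs the median ratio was 0.5 in aF1 and 0.477 in cC3, so the alleles were bound about equally. It was 0.364 and 0.353 at NPC_d3, 0.289 and 0.232 at NPC_d5, 0.262 and 0.2 at NPC_d7, and 0.1 and 0.0962 in established NPCs. The fall over the 5 time points ran in the same order in both clones (Page's trend test, exact permutation within clones, two-sided p = 0.000139, the smallest this design can give). At NPC_d3 only 3.59% of peaks in aF1 and 2.11% in cC3 had a ratio under 0.1, against 49.7% and 50.2% in NPC_late. A part of the peaks had a high ratio at the end, as 19.5% in aF1 and 16.5% in cC3 were above 0.5 in NPC_late. In ES_d0 these shares were 49.2% and 42.6%. A high ratio does not show how much binding was left on Xi, since loss on both alleles leaves it unchanged. In mESCs induced for 6 days without differentiation the medians were 0.342 and 0.368.

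**Figure D1:**
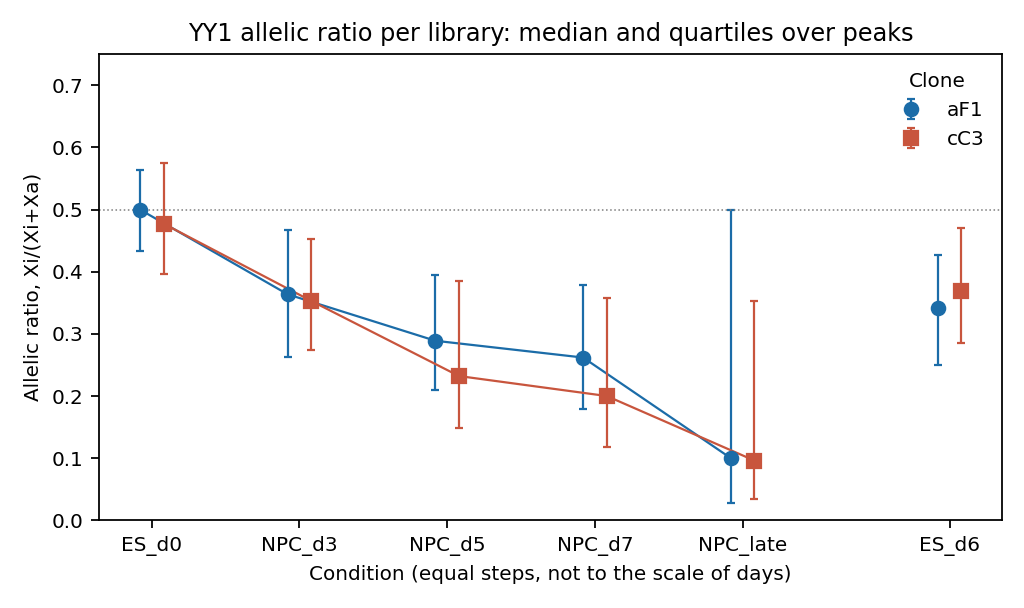
Median allelic ratio Xi/(Xi+Xa) of YY1 per library with the quartiles over peaks as bars, for clone aF1 (circles, 195 peaks) and clone cC3 (squares, 237 peaks), by condition. The medians fall from 0.5 and 0.477 in ES_d0 to 0.1 and 0.0962 in NPC_late, and those of ES_d6 stand at 0.342 and 0.368.

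Between uninduced mESCs and established NPCs, YY1 was lost from Xi at promoters and other sites along the chromosome. At the promoter of Hcfc1, a transcriptional coregulator and one of the study's example targets (X, 73965826 to 73967961), the ratio fell from 0.499 to 0.0213 in aF1 and from 0.589 to 0.0365 in cC3, a mean change of -0.515 ± 0.053 (SD, n = 2; limma adjusted p = 0.000301). The TSS of Atp6ap1, an accessory subunit of the vacuolar proton pump, had the largest mean fall among the called peaks (-0.567 ± 0.0798, SD; adjusted p = 0.00033). Close behind were an intergenic peak 5331 bp from 2010308F09Rik (-0.554), a peak in a coding exon of Ints6l (-0.548), the TSS of Tab3, an adaptor of the kinase TAK1 (-0.543), and an exon of Spin4 near its TSS (-0.524). The TSS of Rpl10, a protein of the large ribosomal subunit, fell by 0.522, and a peak over the shared promoter region of A230072C01Rik and Uxt fell by 0.514. In limma, 107 of 143 shared peaks changed between ES_d0 and NPC_late, 96 downwards and 11 upwards, and all 107 moved the same way in both clones. Of the peaks named here, all passed the test without each of the 12 libraries in turn. At the other study example, Ogt, the TSS peak was measured in aF1 alone, with 0.5 in ES_d0 and 0.143 in NPC_late.

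The 11 peaks that rose were mainly in the non-coding loci that shape the inactive chromosome. Of 4 shared peaks inside Dxz4 (4933407K13Rik), the tandem repeat at the border of the 2 large domains of Xi, 4 rose. The peak at 75749126 to 75750718, in an intron, had the largest rise, from 0.664 to 0.953 in aF1 and from 0.475 to 0.908 in cC3 (mean change 0.361 ± 0.102, SD, n = 2; adjusted p = 0.00275), and the one at 75753887 rose by 0.332. Of 7 shared peaks inside Firre, another non-coding repeat locus bound by CTCF on Xi, 4 rose, led by an intronic peak at 50576893 to 50577639 (0.556 to 0.808 in aF1 and 0.409 to 0.812 in cC3; change 0.328, adjusted p = 0.0025). The other 3 had changes of 0.232 (adjusted p = 0.0612), 0.186 (adjusted p = 0.0741) and 0.0105 (adjusted p = 0.906). The peak at the promoter of Firre itself was measured in aF1 alone, and its ratio was 0.4 in ES_d0 and 0.143 in NPC_late. The single shared peak in Xist, in exonic sequence 770 bp from the TSS (103481598 to 103482463), rose from 0.632 to 0.905 in aF1 and from 0.455 to 0.733 in cC3 (change 0.276, adjusted p = 0.029). Without the ES_d0 library of cC3 its change was 0.172 (adjusted p = 0.256), and without the NPC_late library of aF1 it was 0.175 (adjusted p = 0.217). The rise at 50611764 in Firre (0.256, adjusted p = 0.0422) missed the threshold with no replicate block (adjusted p = 0.0663), without the ES_d0 library of cC3 (0.136, adjusted p = 0.366) and without the NPC_late library of cC3 (0.194, adjusted p = 0.202). Without the ES_d0 library of cC3, 5 peaks rose, and the strongest peaks of Dxz4 (75749126 and 75753887) and of Firre (50576893) passed without any 1 library. The last 2 rises lay in intergenic sequence with Wdr44 (23534744, 0.231) and Mageb16 (79758244, 0.243) as nearest genes, and were singled out after their values were seen.

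**Figure D2:**
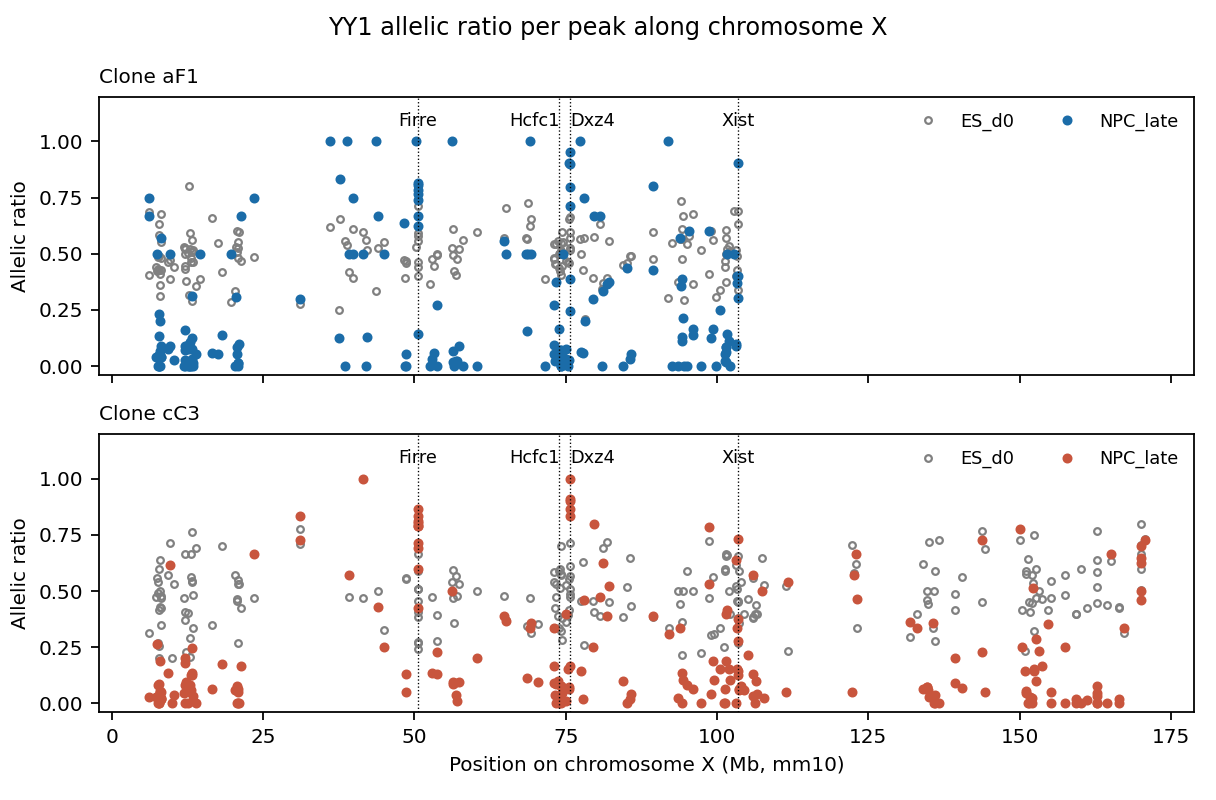
Allelic ratio Xi/(Xi+Xa) of each YY1 peak against its position on chromosome X (Mb, mm10) in clone aF1 (above) and clone cC3 (below), open circles for ES_d0 and filled circles for NPC_late, with dotted lines at Firre, Hcfc1, Dxz4 and Xist. In NPC_late 49.7% of the peaks in aF1 and 50.2% in cC3 lie under 0.1, while peaks in Firre, Dxz4 and Xist reach 0.953 in aF1 and 1 in cC3.

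Measured against the fall of the chromosome as a whole, loss was uneven. When each library's median was subtracted, 37 peaks fell less than the median from ES_d0 to NPC_late and 0 fell more (limma, unadjusted p under 0.05: 46 and 0). All 12 shared peaks in Xist, Firre and Dxz4 were among the 37, and only 1 of them was a promoter peak. On the logit scale 42 fell less and 22 fell more, so the lack of peaks that fell more depends on the scale.

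At NPC_d7, the last day before the cells were moved to suspension culture, the fall was already broad. Of 143 peaks, 82 fell and 3 rose, and all 85 moved the same way in both clones. The TSS of Zfp280c, a zinc finger protein gene, fell from 0.458 to 0.075 in aF1 and from 0.559 to 0 in cC3 (change -0.471 ± 0.124, SD, n = 2; adjusted p = 0.00271). The TSS of Map7d3, a microtubule-associated protein gene, fell by 0.431, the Ints6l peak by 0.432, an intergenic peak 10511 bp from Pnma3 by 0.431 and an intergenic peak at 73999274 (nearest gene Mir5132) by 0.487. Atp6ap1 fell by 0.442, the peak near 2010308F09Rik by 0.436, and a peak in a coding exon of Cask, a scaffold protein of synapses, by 0.479 (adjusted p = 0.0157). The call at Cask was lost without the ES_d0 library of cC3 (change -0.285, adjusted p = 0.184) or the NPC_d7 library of cC3 (-0.418, adjusted p = 0.107). The 3 rises were peaks in Firre (changes 0.272, 0.267 and 0.229). All 3 missed the threshold without the ES_d0 library of cC3 (adjusted p of 0.127, 0.359 and 0.13), and with no replicate block only the first passed. The count was 55 without that library, 40 without the NPC_d7 library of cC3, and 45 on the logit scale.

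The early days asked which sites lose YY1 first. The clones agreed little on this at NPC_d3. Their changes per peak correlated with Pearson's r of 0.175, or 0.111 without peaks in Xist, Firre and Dxz4. At NPC_d3 the TSS of Map7d3 had fallen from 0.407 to 0.129 in aF1 and from 0.567 to 0.149 in cC3 (change -0.348 ± 0.0988, SD, n = 2; adjusted p = 0.0436), and a peak 453 bp from the TSS of Gk, the glycerol kinase gene, from 0.489 to 0.0952 and from 0.435 to 0.1 (-0.364, adjusted p = 0.0436). These were the 2 called peaks, and both moved downwards. Among peaks with the lowest share of their day 0 ratio left, an intronic peak of Dmd, the dystrophin gene (85132772), had 0.0571 and 0.0833 at NPC_d3 (change -0.418, adjusted p = 0.075), Zfp280c had 0.242 and 0.114, and the TSS of Tbl1x, a corepressor subunit gene, had 0.188 and 0.227. Peaks near Pnma5 and Aff2 and a second intronic peak of Dmd were also in this group, with mean shares left of 0.378, 0.45 and 0.382. At the other end, the TSS of Ercc6l had 0.667 and 0.4 at NPC_d3 against 0.513 and 0.4 in ES_d0, and fell later (NPC_late change -0.404, adjusted p = 0.00201), as did an intronic peak of Tfe3, a lysosomal gene regulator (-0.393, adjusted p = 0.00251, or 0.0657 with only the groups compared). An intronic peak of Bcor had 0.348 and 0.565 at NPC_d3 against 0.52 and 0.2 in ES_d0, and a peak near Cfap47 had 0.409 and 0.576 against 0.394 and 0.455. The Bcor peak thus moved in opposite directions in the clones, and its 0.2 in cC3 lies at the lower limit of the day 0 window. With no replicate block, 0 peaks passed at NPC_d3 (limma, unadjusted p under 0.05: 29), as on the logit scale (unadjusted: 11). The count was 0 without the ES_d0, NPC_d3 or NPC_d7 library of either clone and 5 without the NPC_late library of either.

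By NPC_d5, 54 peaks had fallen and 0 had risen, with a median change of -0.203 over all shared peaks and the same direction in both clones for all 54. None of the 54 was in Xist, Firre or Dxz4. The logit scale gave 0 calls (unadjusted p under 0.05: 51), and so did the fit without the ES_d0 library of cC3 or without the NPC_d5 library of cC3, while leaving out the ES_d0 library of aF1 gave 27.

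The 6 gene lists with at least 2 shared peaks fell together with the chromosome. All 9 shared peaks at chromatin and transcription genes fell by NPC_late, among them the TSS of Suv39h1, a histone H3 lysine 9 methyltransferase gene (-0.485), an intronic peak of Bcor, a corepressor gene (-0.448), and Rbmx, an RNA-binding protein gene (-0.433). All 3 peaks of translation genes fell, at Rpl10, at Dkc1, the pseudouridine synthase gene (-0.423), and at Fmr1 (-0.323). Both peaks of mitochondrial genes fell, at Ndufb11, a complex I subunit gene (-0.509), and at Apoo (-0.424). All 5 peaks of neural disease genes fell, among them Cask (-0.496), Syp, the synaptophysin gene (-0.442), Mecp2 (-0.418) and Gdi1 (-0.398). All 3 peaks of ubiquitin genes fell, 2 at Usp9x, a deubiquitinase gene (-0.502 and -0.483), and 1 at Ubl4a (-0.383). The counts adjusted over the list alone were equal to these. Cask missed the threshold without the ES_d0 library of cC3 (adjusted p = 0.143), Fmr1 without the ES_d0 library of aF1 (0.0539), and Ubl4a without the NPC_late library of aF1 (0.0539) and with no replicate block (0.0582). With no replicate block 8 of the 9 chromatin and transcription peaks passed. The list of pluripotency and germline genes had 0 peaks in either table.

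The few shared peaks at genes known to escape silencing were called as falling, as most promoter peaks were. The study regards its cell model as poorly suited to studying genes that escape. All 4 shared peaks at escape genes fell by NPC_late, 2 at Usp9x, 1 at Kdm6a, a histone H3 lysine 27 demethylase gene (-0.404), and 1 at Ddx3x, an RNA helicase gene. Of these, 3 lay within 500 bp of a TSS, where 63 of 65 shared peaks fell, so this is near the general rate. By sign alone, 5 of the list's 6 peaks in aF1 were below their ES_d0 ratio and 1 was above, against 6 and 0 in cC3. The median NPC_late ratio of the list was 0.224 in aF1 and 0.149 in cC3, against 0.0523 and 0.0476 over all promoter peaks. Ddx3x lost least, from 0.511 to 0.311 in aF1 and from 0.542 to 0.248 in cC3 (change -0.247 ± 0.0663, SD, n = 2; adjusted p = 0.00714), and at NPC_d7 its ratios were 0.453 and 0.401 (adjusted p = 0.247). Without the ES_d0 library of cC3 the NPC_late change at Ddx3x was -0.209 (adjusted p = 0.0586). Over all peaks of the list in each table, the median change at NPC_d7 was -0.131 in aF1 and -0.254 in cC3, at the 94.7th and 90.8th percentile of random lists matched on the day 0 ratio, and at NPC_late at the 82.4th and 47.7th. The list of mitochondrial genes lay at the other end, at percentiles 5 and 2.51 at NPC_d7 and 6.47 and 6.18 at NPC_late. Every other list lay between percentiles 7.69 and 79.1 at these times. The random lists were not matched on promoter or distal position. No list changed more than other peaks after adjustment (camera, 6 lists of at least 2 peaks: 0 passed at NPC_late and 0 at NPC_d7; the smallest adjusted p at NPC_late was 0.279, for chromatin and transcription genes, or adjusted p = 0.42 with an estimated correlation). Fry, which asks only whether a list moves one way, passed for 6 of 6 at both times. The list of Xist, Firre, Dxz4 and their neighbours had 1 shared peak by distance to a TSS and 13 by gene body, a rule added after seeing the data, of which 9 rose and 0 fell by NPC_late (camera adjusted p = 5.37e-16, or adjusted p = 0.0488 with an estimated correlation). The study had already reported gains of YY1 on Xi at Firre, Dxz4 and Xist from the same ChIP data. These p-values are therefore not independent support.

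Promoter and distal sites parted by NPC_late in aF1, with a smaller gap at NPC_d7, and from NPC_d5 on in cC3. Each clone's difference of the median changes was placed among 10000 permutations of the class over peaks, which describes these libraries alone. In aF1 it lay at percentile 31.2 at NPC_d5 and 1.87 at NPC_d7, or 10.4 at NPC_d7 without peaks in Xist, Firre and Dxz4. In cC3, 0 permutations were as low at NPC_d5. In NPC_late the median ratio of promoter peaks was 0.0523 in aF1 (88 peaks) and 0.0476 in cC3 (112 peaks), and that of distal peaks 0.375 (107 peaks) and 0.276 (125 peaks). In ES_d0 the medians had been 0.485 and 0.487 at promoters and 0.524 and 0.471 at distal sites, and they were 0.375 and 0.352 against 0.333 and 0.357 at NPC_d3, 0.276 and 0.213 against 0.3 and 0.3 at NPC_d5, and 0.241 and 0.164 against 0.294 and 0.306 at NPC_d7. Among shared peaks, 63 of 65 promoter peaks had fallen by NPC_late, against 33 of 78 distal peaks, of which another 11 had risen. Shared promoter peaks fell more than shared distal peaks at NPC_late, by medians of -0.419 and -0.15 (camera adjusted p = 3.37e-09, or adjusted p = 0.0205 with an estimated correlation). Camera was run on the shared peaks throughout, while the differences of the median changes that follow, aF1 first, are over all peaks of each table. They were -0.33 and -0.299 at NPC_late. At NPC_d7 they were -0.0569 and -0.156 (adjusted p = 0.000132, but adjusted p = 0.0777 with an estimated correlation, or adjusted p = 0.0449 with it and no replicate block), and at NPC_d5 -0.00645 and -0.155 (adjusted p = 0.00434, but adjusted p = 0.124 with an estimated correlation). Among shared peaks the medians at NPC_d7 were -0.291 at promoters and -0.17 at distal sites, and their difference shrank to -0.0556 without the ES_d0 library of cC3 and to -0.0607 without the NPC_d7 library of cC3. Leaving out the peaks in Xist, Firre and Dxz4, a check added after seeing the data, the differences were -0.256 and -0.234 at NPC_late, -0.0444 and -0.116 at NPC_d7 (camera adjusted p = 0.0128, but adjusted p = 0.235 with an estimated correlation), and 0.0104 and -0.101 at NPC_d5, where the call ended (camera adjusted p = 0.197, or adjusted p = 0.475 with an estimated correlation). In aF1, 20 of the 107 distal ratios in NPC_late were exactly 0.5 or 1, values that are common where fragments are few.

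**Figure D3:**
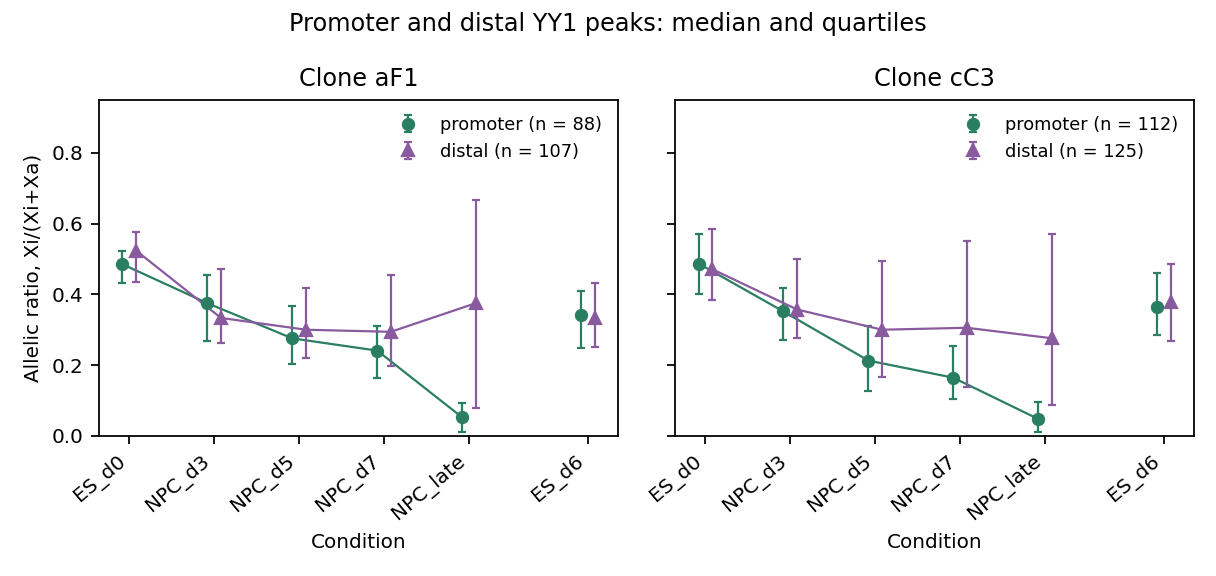
Median allelic ratio Xi/(Xi+Xa) with quartiles for promoter peaks (circles, within 500 bp of a TSS) and distal peaks (triangles) in clone aF1 (left) and clone cC3 (right), by condition. Both classes fall together to NPC_d3, and in NPC_late promoters stand at 0.0523 and 0.0476 against 0.375 and 0.276 at distal sites.

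The undifferentiated cells asked how much of the loss needs differentiation. After 6 days of Xist in mESCs, the Hcfc1 promoter had ratios of 0.396 and 0.396, the Tab3 promoter 0.396 and 0.475, and the TSS of Clcn5, a chloride/proton exchanger gene, 0.436 and 0.509, which was close to its day 0 values of 0.443 and 0.471. The Ogt promoter in aF1 had 0.515. Most peaks had fallen a little, 101 of 143 of them in both clones. Map7d3 fell further, to 0.0933 and 0.154 (change -0.363 ± 0.0701, SD, n = 2; adjusted p = 0.0314). It was the only one of 143 peaks called against ES_d0, where the median change was -0.126 (unadjusted p under 0.05: 34), and 0 passed with no replicate block (unadjusted: 29). With only the ES_d0 and ES_d6 libraries fitted, 30 peaks passed, all downwards. The count was 7 without the NPC_late library of either clone, 5 without the ES_d0 library of aF1, 1 without the ES_d6 library of cC3, and 0 without any other single library. The 1 peak without the ES_d6 library of cC3 was nearest to Gm14812, named after its value was seen, and not Map7d3 (adjusted p = 0.0972).

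Against NPCs of a similar induction time, 10 peaks had a higher and 1 a lower ratio in ES_d6 than the mean of NPC_d5 and NPC_d7. The higher ones included a peak 36 bp from the TSS of Xk (0.522 and 0.636 in ES_d6; difference 0.372 ± 0.133, SD, n = 2; adjusted p = 0.0229), Cask (0.455, adjusted p = 0.0446), Ints6l (0.286), a peak 4818 bp from Taf1, the gene of the largest TFIID subunit (0.279), a peak in an intron of Zfp185 (0.258), Tab3 (0.242) and Clcn5 (0.241). The lower one was the Xist peak, with 0.274 and 0.27 in ES_d6 against 0.571 and 0.8 at NPC_d7 (difference -0.41 ± 0.153, SD, n = 2; adjusted p = 0.0388). With no replicate block 1 peak passed, Xk, and the logit scale gave 0 (unadjusted p under 0.05: 31). Without the NPC_d5, NPC_d7 or ES_d6 library of cC3 the count was 0. It was 1 without either ES_d0 library, 2 without the NPC_d7 library of aF1, 5 without the ES_d6 library of aF1 and 6 without either NPC_d3 library.

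The contrast with established NPCs was wide. Between ES_d6 and NPC_late, 96 of 143 peaks differed, 77 with more YY1 on Xi in ES_d6 and 19 with less. All 4 shared Dxz4 peaks, 5 of 7 in Firre and the Xist peak were among the 19. Promoter peaks had a median difference of 0.293 and distal peaks of 0.026 (camera adjusted p = 2.84e-09, or adjusted p = 0.0205 with an estimated correlation), while from ES_d0 to ES_d6 their median changes were -0.126 and -0.125 (camera adjusted p = 0.686, or adjusted p = 0.839 with an estimated correlation). Without the ES_d6 library of cC3, 45 peaks differed.

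Whether the same sites kept YY1 on either parental allele was read from the agreement of the clones. Across the 143 shared peaks, the changes from ES_d0 in aF1 and cC3 correlated with Pearson's r of 0.175 at NPC_d3, 0.337 at NPC_d5, 0.528 at NPC_d7 and 0.666 at NPC_late (Spearman's rho 0.506), and of 0.274 in ES_d6. Without the 12 peaks in Xist, Firre and Dxz4, r was 0.14 at NPC_d5, 0.305 at NPC_d7 and 0.511 at NPC_late. At day 0 the deviations ran against each other (r = -0.396, rho = -0.384): where Xi had the higher ratio in aF1 it tended to have a lower one in cC3. Averaged over the clones, Dom had the larger share at 55.2% of the 143 peaks. Over the 122 peaks with day 0 ratios between 0.3 and 0.7 this was 51.6%. A difference between the strains in binding cannot be told here from one in mapping.

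Distance to Xist bore little relation to loss. Spearman's rho between the distance of a peak to Xist and its change was 0.141 in aF1 and 0.124 in cC3 at NPC_d3, -0.105 and -0.0931 at NPC_late, and 0.187 and 0.261 in ES_d6, where distant peaks kept slightly more. Fitted halftimes had a median of 5.1 days in aF1 (95 of 195 peaks with a usable fit) and 3.16 days in cC3 (129 of 237), a mean of 4.13 ± 1.37 (SD, n = 2). Among usable fits, promoter peaks had the longer median, 5.56 against 4.33 days at distal peaks in aF1 and 3.58 against 2.84 in cC3. Usable fits were left at 59 of 88 promoter and 36 of 107 distal peaks in aF1, and at 85 of 112 and 44 of 125 in cC3. Each halftime runs to the peak's own plateau and most distal peaks had no usable fit. These medians therefore do not show which class lost YY1 faster. Over all peaks, the median change at NPC_d5 was -0.216 at promoters and -0.21 at distal sites in aF1. In cC3 these changes were -0.275 and -0.119. The halftimes of 54 peaks fitted in both clones correlated with rho = 0.274.

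Of the 94 peaks found in the cC3 table alone, 81 lay beyond Xist, where aF1 had none, and 13 before it. Over all 94, the lowest ratios in NPC_late were 0 at the TSSs of Phf8, a histone demethylase gene, of Ribc1 and Smc1a, the latter a cohesin subunit gene, of Taf9b and of Snx12, and at an intronic peak of Sytl5. The highest were 1 at a peak in Dxz4 (75729685 to 75730144), 0.833 near Btbd35f26, 0.786 in an intron of Ophn1, 0.778 near Gm20153 and 0.727 in an intron of Asmt. Their day 0 values were 0.714, 0.778, 0.722, 0.727 and 0.733. The peaks named at Snx12, Sytl5, Dxz4, Btbd35f26 and Ophn1 lie before Xist. These are values of 1 clone with no replicate.

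Genome-wide, the pooled list of YY1 peaks covered the promoters of housekeeping genes. A peak lay over a TSS of 81 of 85 genes of cytosolic ribosomal proteins (95.3%), 73 of 78 of mitochondrial ribosomal proteins, 84 of 95 of the respiratory chain, 35 of 40 of the proteasome, 32 of 34 of the splicing snRNPs and 34 of 34 of the tRNA synthetases, against 45.6% to 45.7% of all other protein-coding genes. It did so for 1 of 1107 olfactory receptor genes and 1 of 53 keratin genes. All 8 groups differed from the other genes (Fisher's exact test, two-sided, adjusted p from 2.22e-302 to 5.86e-08). The other genes were not matched on expression in mESCs, so these differences cannot be read as particular to YY1 or to these groups. The list held 28323 peaks with a median width of 357 bp, 41.4% of them within 500 bp of a TSS, and 1109 (3.92%) on chromosome X. It had a peak over a TSS of 9615 of 21000 protein-coding genes (45.8%), and of 244 of 902 on chromosome X (27.1%). The input libraries gave 404 intervals. None of the peaks overlapped one, which the subtraction of input intervals described by the study fixes in advance.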

Values the study reported

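The study reported that its allelic filters left 237 YY1 peaks on the X chromosome in clone cC3 and 195 in clone aF1. Those filters asked for >10 fragments assigned to an allele in >80% of samples. It applied a window of 0.2 to 0.8 for the allelic ratio in uninduced cells. From a peak set made with an antibody against endogenous YY1, it counted 2168 genes genome-wide with a peak directly over their transcription start site.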

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

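For the promoter pattern, the tests of peak strength and of differentiation were chosen after the result was seen, as were the tests of the Xist peak. The other tests were written before their results were seen.

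Differences between undifferentiated and differentiating cells drew attention, since the same Xist induction was read in both. Against the mean of NPC_d5 and NPC_d7, 11 peaks differed in ES_d6, and against NPC_late 96 did. The Xist peak differed by -0.41 between ES_d6 and the mean of NPC_d5 and NPC_d7, opposite to the 10 other peaks of that comparison. Promoter peaks were higher in ES_d6 than in NPC_late by a median of 0.293. Between the clones, 18 of 143 shared peaks moved in opposite directions by NPC_late, a difference that was not tested. In a part of the data that the allelic comparisons do not use, the pooled list held 118 peaks on chromosome Y although the cells are female, where the input libraries gave 17 intervals.

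Distal peaks fell less than promoter peaks by NPC_late. Distal peaks that are weaker in the pooled list are argued against, since in the third of peaks with the highest score distal peaks stood above promoter peaks by 0.256 in aF1 and 0.194 in cC3 (0.453 and 0.203 among middle scores, only 0.075 and 0.0649 among the lowest), and the median score was higher at distal peaks (49.7) than at promoters (38.9). Loss of YY1 from both alleles of distal sites, which would leave the balanced ratio of background, cannot be told apart: the median distal change from NPC_d7 to NPC_late was -0.0468 in aF1 and -0.0465 in cC3 instead of upwards, but single peaks went both ways (30 up and 36 down in aF1, 20 up and 46 down in cC3, where most went against it). Few allelic fragments left at distal sites of NPC_late also stay open, with a sign of it in aF1 alone, since ratios of exactly 0.5 or 1, common where fragments are few, were found at 20 of 107 distal and 3 of 88 promoter peaks of aF1 in NPC_late (4 and 0 at NPC_d7), and at 5 of 125 and 0 of 112 in cC3 (7 and 3 in ES_d0), a count made after the result was seen. A gap that forms with differentiation cannot be told from time since induction, since ES_d6 and NPC_late differ in both. Promoters stood apart between them (camera p = 0.00526 with an estimated correlation). Against the mean of NPC_d5 and NPC_d7, of similar time, the medians were 0.12 at promoters and 0.0527 at distal peaks. Camera gave adjusted p = 0.000408 there, but with an estimated correlation the call depended on the block (adjusted p = 0.0796, or 0.0487 with no replicate block). With peaks in Xist, Firre and Dxz4 left out, camera with that correlation gave adjusted p = 0.24, or 0.173 with no replicate block.

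The pooled list holds peaks on chromosome Y although the line is female and, per the labels, feeder fibroblasts, which would carry no T7 tag, were removed by pre-plating before experiments. Male feeder cells as their main source cannot be judged from the single-copy genes Ddx3y, Kdm5d, Uty and Eif2s3y. Of these, 0 of 4 had a peak within 500 bp of a TSS, while their X homologues had one in 4 of 4. If the list comes from the T7 libraries, untagged feeder chromatin would give no promoter peak there whatever its share. A small share of feeder chromatin, too low for peak calling at single-copy genes, could remain. Reads drawn to multi-copy sequence of the long arm cannot be told apart from other sources, since 91.5% of the peaks (108 of 118) lay beyond these genes but so does 97.1% of the length of the chromosome. No biological explanation was tested.

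The Xist peak leaned to Xa in ES_d6 and to Xi in NPCs. For the difference between ES_d6 and NPC_late a bias between the strains is argued against, since it was -0.631 in aF1 and -0.463 in cC3 (limma adjusted p = 0.00207) although Xi is a different strain in each, and so is noise in 1 library, as the difference stayed between -0.648 and -0.446 without single libraries (highest adjusted p = 0.0269). Against ES_d0 a bias between the strains stays open. For ES_d6 the changes of -0.357 and -0.184 missed the threshold (limma adjusted p = 0.124). The mean of NPC_d5 and NPC_d7 changed by -0.0555 in aF1 and 0.334 in cC3. Noise from few allelic fragments in 1 library cannot be told apart for NPC_d5 and NPC_d7: without single libraries the difference between ES_d6 and the mean of NPC_d5 and NPC_d7 ranged from -0.48 to -0.341, with adjusted p from 0.0139 to 0.403, and 6 of 12 were under 0.05. An effect of culture and differentiation on which allele binds YY1 at Xist was not tested apart from the difference that drew attention to the peak (adjusted p = 0.0388, or 0.0559 with no replicate block), so it stays open without support of its own.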

How the results depend on the processing

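Of 338 alternative values of the main results, 264 kept their call or stayed within the spread between clones or 1.5 times the count. Of 1488 alternative values at named peaks, 1271 kept their call, 217 missed the threshold and 0 reversed. Some of the 338 could not fail, so 264 overstates how firm the results are. With 2 clones, either alone always lies within their SD of the mean. Matching peaks by 50% reciprocal overlap left the same 143 peaks, so those counts repeat the main fit. Leaving out either clone's library of a group outside a contrast gave the same fit, and each was counted. Depth per ratio is unknown, so small differences rest on the spread between clones alone, and a lone library left in a group is assumed to vary like the others. Leaving out peaks in Xist, Firre and Dxz4 (for counts and the promoter difference), the gene body rule and the settings of the comparison with the library median were chosen after seeing the data. The cause was not tested in any case below.

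With no replicate block the counts were 0 at NPC_d3, 0 in ES_d6 and 1 for ES_d6 against the mean of NPC_d5 and NPC_d7, and no other count moved by over 1.5 times. On the logit scale they were 0 at NPC_d3, 0 at NPC_d5, 45 at NPC_d7, 0 in ES_d6 and 0 for ES_d6 against the mean of NPC_d5 and NPC_d7 (limma, unadjusted p under 0.05: 11, 51, 75, 14 and 31), and 64 peaks departed from the library median. With only the groups compared they were 0 at NPC_d3 (unadjusted: 41), 30 in ES_d6, and 0 for ES_d6 against the mean of NPC_d5 and NPC_d7 (unadjusted: 34), and leaving out peaks in Xist, Firre and Dxz4 gave 5 for the last. Without single libraries the counts ranged from 0 to 5 at NPC_d3, 0 to 77 at NPC_d5, 40 to 94 at NPC_d7, 93 to 107 at NPC_late, 0 to 7 in ES_d6, 0 to 13 for ES_d6 against the mean of NPC_d5 and NPC_d7, and 45 to 95 against NPC_late.

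The order of the medians held in every setting run (Page's trend test, exact permutation p = 0.000139, or 0.000694 without single libraries, each the smallest possible). Means in place of medians gave ratios of 0.371 at NPC_d3, 0.301 at NPC_d5, 0.284 at NPC_d7 and 0.242 at NPC_late. Odds relative to day 0 were 1 at ES_d0, 0.589, 0.378, 0.33 and 0.113 at the NPC times and 0.597 in ES_d6. Peaks in both tables had 0.366 at NPC_d3 and 0.0927 at NPC_late, and peaks with a day 0 ratio between 0.3 and 0.7 had 0.0903 at NPC_late. Leaving out peaks in Xist, Firre and Dxz4, the clones correlated with r = 0.14 at NPC_d5, 0.305 at NPC_d7 and 0.511 at NPC_late, the promoter difference at NPC_late was -0.245, and distance to Xist gave 0.153 at NPC_d3. Peaks up to 103 Mb gave 0.0926 at NPC_d3 and 0.0603 at NPC_d7. As a share of day 0 the promoter difference was -0.272 at NPC_d7 and -0.606 at NPC_late, and within 1000 bp of a TSS -0.339 at NPC_late. By gene body 1 list passed camera at NPC_late and 1 at NPC_d7. With lists by distance to a TSS, fry passed 6 at NPC_late and 6 at NPC_d7. Median halftimes were 5.36 days in aF1 and 3.84 in cC3 with the plateau fixed at 0. By linear interpolation against the day 0 ratio they were 4.8 and 4.29.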

Other observations

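At Firre and Dxz4 the allelic ratio was near balance in mESCs, with or without Xist, and high in NPC_late. The median over the peaks inside Firre went from 0.567 in ES_d0 to 0.752 in NPC_late in aF1 (8 peaks) and from 0.432 to 0.79 in cC3 (10 peaks), and was 0.517 and 0.427 in ES_d6. Inside Dxz4 it went from 0.572 to 0.795 in aF1 and from 0.507 to 0.9 in cC3 (5 peaks each), and was 0.548 and 0.48 in ES_d6. A Dxz4 peak measured in aF1 alone (75757851 to 75759424) had 0.246 in ES_d0 and 0.389 in NPC_late. At 3 Firre peaks measured in cC3 alone (50566389, 50597200 and 50605063) the ratio was 0.274, 0.27 and 0.241 in ES_d0 and 0.426, 0.692 and 0.714 in NPC_late.

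Some sites outside these loci had a higher ratio at NPC_late than at an earlier NPC day, in 1 clone or in both. A peak 212787 bp from Aff2, a gene of a nuclear speckle protein, had 0.297 and 0.2 at NPC_d3 and 1 in aF1 but 0.333 in cC3 at NPC_late. An intronic peak of Dmd (85132772), almost free of YY1 on Xi at NPC_d7 (0.0417 and 0.0769), had 0.438 in aF1 and 0 in cC3 at NPC_late. A peak near Pnma5 had 0.182 and 0.143 at NPC_d7 and 0.273 and 0.333 at NPC_late. Ratios of exactly 0 were common at NPC_late, at 35 of 195 peaks in aF1 and 34 of 237 in cC3.

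In the deposited list, 9615 protein-coding genes had a peak over a TSS. That is higher than the count quoted from the study above, but the 2 need not be one measure, since the name of the list points to the T7 libraries and only protein-coding genes were counted here. The study took its count from anti-YY1 peaks and describes the additional peaks of its anti-T7 data as smaller and mostly without the motif of YY1.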
